A study of Mus musculus with 50 samples. Its data were reported in "Ablation of DNA-methyltransferase 3A in skeletal muscle does not affect energy metabolism or exercise capacity" (2021).

How the data were processed

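DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in the soleus, a slow muscle of the lower leg, of wild-type (WT) mice and of mice in which Dnmt3a, the gene of a de novo DNA methyltransferase, had been deleted in muscle (mD3AKO). The mD3AKO mice carried a Cre transgene under the promoter of muscle creatine kinase. Muscles were taken at rest or at 10, 30 or 60 min after a bout of treadmill running, which gave 8 groups of males and females.

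In RRBS, genomic DNA is digested with MspI, which cuts at CCGG irrespective of methylation, so that the sequenced fragments are rich in CpGs. Bisulfite then converts unmethylated cytosines, which are read as thymines. The authors trimmed the single-end reads with Trim Galore in its RRBS mode, aligned them to the mouse genome (mm10, the same assembly as GRCm38) with Bismark, and added the calls of both strands at each CpG. They kept CpGs with at least 8 reads in every sample, left out the sex chromosomes and the mitochondrial genome, and left out samples with few aligned reads. The deposited values are counts, 1 of methylated and 1 of unmethylated calls per CpG and sample, with no normalization. The authors also assigned each CpG to a gene promoter, a gene body and a cluster of neighbouring CpGs, and those assignments were used as deposited. RRBS reads start at fixed sites and carried no molecular identifiers, so PCR copies are not told apart and the number of calls overstates the number of independent DNA molecules.

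The series holds 50 samples, of which 44 had counts in the table used here and 6 were not used here. Groups, sexes and sample numbers were taken from the sample labels. The WT samples numbered 5 at rest, 5 at 10 min, 5 at 30 min and 6 at 60 min, and the mD3AKO samples 5, 5, 7 and 6. Sample numbers 1 to 25 were all at rest or 60 min and 26 to 50 all at 10 or 30 min, so any difference between those sets of numbers is shared with time after exercise but not with genotype.

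The table held 205304 CpGs on 19 autosomes. Of these, 205303 lay on a CG of GRCm38. In 16.5% of CpGs the listed position was that of the G. The lowest coverage of a CpG in a sample was 8 and the median of the mean coverage per CpG was 84.7. Of 13722 gene identifiers in the table, 13708 were matched to a symbol in GENCODE release M21 of GRCm38, which also gave exons, introns and untranslated regions. CpG islands were called on GRCm38 in windows of 200 bp with a GC fraction of at least 0.5 and an observed to expected CpG ratio of at least 0.6. Shores were the 2000 bp on either side, and the remainder was open sea.

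A methylation level is the number of methylated calls over all calls, in percent. The global level of a sample was computed from all its calls pooled. It was also computed as the unweighted mean over CpGs. Differences in global level, in level by context and in principal component scores were tested with two-sided permutation tests with 100000 resamples. The smallest p-value these can give is 1e-05. Where a group had fewer than 10 samples, exact permutation tests were used. Time was tested by the F statistic of time with permutations within genotype, and the interaction by its F statistic with permuted residuals of the additive model. Principal components were computed from the centred CpG fractions.

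For the tests over many features, methylated and unmethylated counts were summed over 51038 clusters of CpGs at most 100 bp apart, 9761 promoters (3000 bp upstream to 1000 bp downstream of a transcription start) and 12391 gene bodies, and were also used per CpG. They were modelled in edgeR 4.0.16 with a coefficient per sample and a mean for the methylated fraction of each of the 8 groups. The study's methods name edgeR and a model with genotype, time and their interaction, which the means of the 8 groups can express. They name no coefficient per sample. For the test they refer to a published edgeR procedure, which was not consulted here. The quasi-likelihood test was chosen in advance and is not necessarily the test of that procedure. Dispersions had no trend. The quasi-likelihood F test, which uses the common dispersion, was applied with two-sided p-values and Benjamini-Hochberg adjustment. The common dispersion came from all features for clusters, promoters and gene bodies. It came from every 10th feature for single CpGs and for the alternatives refitted in edgeR. Adjusted p-values under 0.05 were counted. The genotype effect was the mean of the 4 mD3AKO groups minus the mean of the 4 WT groups. It is given as a log2 ratio of the odds of methylation with its standard error (SE). Sex and genotype by sex were tested in the same way after adding these terms.

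The alternatives were the edgeR likelihood ratio test, a quasi-binomial logistic model with a pseudocount of 0.5 and moderated dispersions, and limma 3.58.1 on the log2 ratio of methylated to unmethylated counts with a pseudocount of 1. Others were a coverage minimum of 20, cluster gaps of 50 and 200 bp, promoters within 1000 bp, sex or log2 depth in the model, subsets of clusters or samples, a stricter threshold of 0.01 and leaving out each of the 44 samples in turn, for the clusters with the quasi-binomial model. At clusters, the genotypes at single times and in each sex were compared by contrasts in models of all 44 samples. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

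Each test over many features was checked on simulated counts for 6000 clusters, drawn from beta-binomial distributions with the real levels and coverage and a single spread, the median over the real clusters, in which 200 clusters carried a genotype effect and 200 an effect at 60 min of 1 on the log-odds scale. The edgeR quasi-likelihood test recovered 83.5% of the clusters with a genotype effect with 8 false calls, and 31% of those with a time effect with 0 false calls. Among the unchanged clusters 4.21% had an unadjusted p-value under 0.05 for genotype. The likelihood ratio test recovered 91.5% and 64% with 21 and 28 false calls, the quasi-binomial model 84% and 45.5% with 12 and 5, and limma 90% and 46.5% with 8 and 2. The permutation tests were tested on simulated data with 200 draws each. With no difference, 7.5% of draws gave a p-value under 0.05 for genotype, 6% for time and 5.5% for the interaction, and with a difference of 1 standard deviation (SD) 90.5% did for genotype.

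The features named in the text followed a rule. It took the 5 clusters lower in mD3AKO with the lowest p-values, and up to 3 higher in mD3AKO, among those with an adjusted p-value under 0.05, at least 3 CpGs, a difference of at least 10 percentage points (5 if higher) and the same direction at all 4 time points. For promoters it was the same without the minimum number of CpGs. It added Dnmt3a and 9 genes that the study followed in other muscles or reported as changed in both methylation and RNA, each by its cluster with the lowest p-value in the promoter or gene body, and up to 3 clusters with a time or interaction effect. H19 had no gene assignment in the table and was placed by its coordinates. Features named outside this rule were chosen after their values were seen and are described as such. Of 3 gene lists, imprinted genes and Hox genes came from gene symbols and the other list from genes the study named for RNA changes in these mice, some of which it selected on their methylation in these samples as well. For each list the median difference of the clusters in its promoters was compared, two-sided, with 10000 random sets of as many clusters matched on mean level and number of CpGs.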

Results

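DNA methylation was measured at 205304 CpGs of the autosomes in 44 soleus muscles by RRBS. WT mice gave 21 muscles, of which 5 were taken at rest and 5, 5 and 6 at 10, 30 and 60 min after exercise. Muscle-specific Dnmt3a knockout mice (mD3AKO, written KO in the plots) gave 23, with 5 at rest and 5, 7 and 6 at the same times. Both sexes were in each group. The number of methylation calls per sample was 12819404 to 41285655. In megacalls it was 20.5 ± 5.75 (SD, n = 21) in WT and 23.4 ± 6.97 (SD, n = 23) in mD3AKO (permutation test, two-sided, p = 0.147). The median coverage of a CpG was 48 to 163 reads, depending on the sample. Over 101 pairs of samples of the same group, the chi-square per CpG was 7.37 to 18.9 at 25016 CpGs, where independent calls with no difference between samples give about 1. PCR copies counted as calls and differences between animals both raise this value, and they were not separated.

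The targeted gene was examined first. RRBS covered 21 CpGs of Dnmt3a (chromosome 12), none of which had a lower coverage relative to the sample total in every mD3AKO sample than in every WT sample. The ratio of mean relative coverage between genotypes was 0.895 to 1.24 at these CpGs, so the table did not show the deletion itself and gave no independent check of the genotype labels. The cluster of Dnmt3a with the lowest p-value lay in an intronic CpG island (3891626 to 3891666, 4 CpGs, 49 to 565 calls per sample). Its methylation level was 18.5% ± 16.7 (SD, n = 21) in WT and 6.62% ± 11.5 (SD, n = 23) in mD3AKO, and was below the WT mean in 22 of the 23 mD3AKO samples. The adjusted p-value of the genotype effect was 0.126 in the edgeR quasi-likelihood test and 0.0213 in the quasi-binomial model.

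Whether loss of DNMT3A lowered methylation across the measured genome was addressed with the level per sample. The pooled level was 29.8% ± 4.56 (SD, n = 21) in WT and 29.1% ± 4.16 (SD, n = 23) in mD3AKO, a difference of -0.643 percentage points that was smaller than the spread between samples (permutation test, two-sided, p = 0.63). A permutation test within strata of sex and time gave p = 0.618. In samples numbered 1 to 25 (rest and 60 min) the difference was -0.851 points (p = 0.675), and in samples numbered 26 to 50 (10 and 30 min) it was -0.426 points (p = 0.816, both permutation tests). Of the settings with all samples, residuals on log2 depth moved the difference most, to -1.03 points (permutation test, p = 0.425). The alternative that moved the p-value most was the unweighted mean over CpGs. That level was 25.4% ± 0.781 (SD, n = 21) in WT and 24.6% ± 0.700 (SD, n = 23) in mD3AKO, a difference of -0.869 points (permutation test, two-sided, p = 0.00056). Within the sets of sample numbers this difference was -0.831 points (p = 0.0121) and -0.905 points (p = 0.018, both permutation tests). The study describes its global level by CpG sites, and its averages lie nearer to the unweighted level than to the pooled one. The pooled level is thus not the study's measure.

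**Figure D1:**
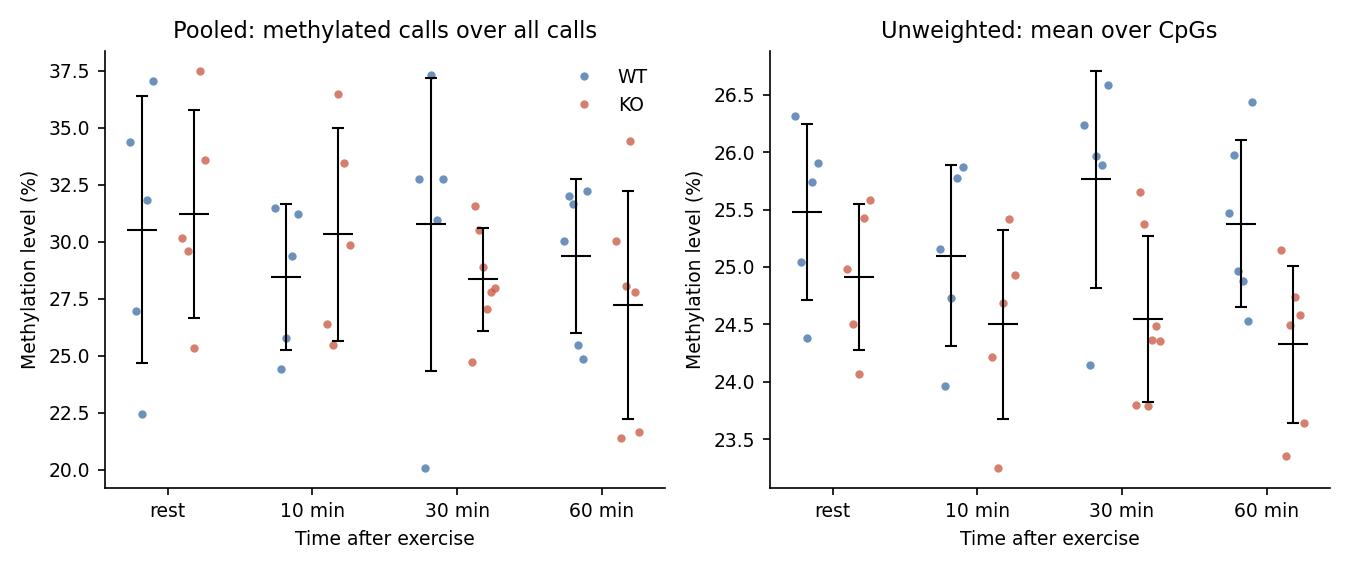
Methylation level of each sample in percent, pooled over all calls and as the unweighted mean over CpGs, against time after exercise; points are samples and bars the mean ± SD of each group of WT or mD3AKO. The pooled level spread widely within groups and the unweighted level was lower on average in mD3AKO, by -0.869 points.

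Exercise was examined in the same samples. Neither the pooled level (F = 0.624, permutation p = 0.602) nor the unweighted level (F = 0.741, permutation p = 0.531) differed detectably with time, and neither showed a genotype by time interaction (F = 0.60, permutation p = 0.619 and F = 0.499, permutation p = 0.682). Of the pooled levels of each genotype at 10, 30 and 60 min, none differed detectably from rest (exact permutation tests, two-sided, p from 0.181 to 0.952). Between genotypes the pooled level differed by 0.707 points at rest (exact p = 0.833), 1.88 at 10 min (exact p = 0.452), -2.40 at 30 min (exact p = 0.381) and -2.15 at 60 min (exact p = 0.394), so its sign was not the same at all times. For the unweighted level the differences between genotypes were -0.565 points at rest (exact p = 0.230), -0.60 at 10 min (exact p = 0.262), -1.22 at 30 min (exact p = 0.0278) and -1.05 at 60 min (exact p = 0.0325). After adjustment of these exact p-values over the 4 times the latter pair had p = 0.0649. The unweighted level differed between males and females by -0.406 points (permutation within groups, p = 0.0789).

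The genotypes were compared in 9 genomic contexts. Pooled over calls, 0 of the 9 contexts differed between genotypes (permutation tests, unadjusted p from 0.227 to 0.955, adjusted p from 0.67 to 0.955). With the unweighted mean, which moved this result most, all 9 were lower in mD3AKO. The level of CpG islands was 6.55% ± 0.174 (SD, n = 21) in WT and 6.26% ± 0.168 (SD, n = 23) in mD3AKO (adjusted permutation p = 2.25e-05), with 23 of 23 mD3AKO samples below the WT mean. Open sea CpGs had levels of 58.3% ± 1.78 and 56.6% ± 1.57 (adjusted permutation p = 0.00201, 18 of 23 samples). Promoters had 3.45% ± 0.141 and 3.20% ± 0.126 (adjusted permutation p = 2.25e-05, 23 of 23 samples), while their pooled level differed by 0.0703 points in the opposite direction. That pooled level was 16.1% in WT. The most covered CpG of all lay in a promoter, with a mean coverage of 1230988 reads and a methylated fraction of 0.922. The next lay in another promoter, with 190370 reads and 0.915. Such CpGs weigh heavily on the pooled promoter level, so its direction says little about promoters in general.

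Principal components of the CpG fractions were compared between genotypes and times. The first component held 5.49% of the variance and the second 3.81%. The mean scores of mD3AKO and WT differed by 10.7 on the first (permutation p = 0.00108) and by 10.7 on the second (permutation p = 1e-05, the smallest that the permutations can give). The alternative that changed these differences most in proportion was the fractions of clusters, with 6.48 on the first component (permutation p = 0.00183) and 6.28 on the second (permutation p = 1e-05). Scores from different inputs are on different scales, so their sizes are not directly comparable. Time was not associated with either component (permutation p = 0.668 and 0.61), nor was sex (permutation p = 0.185 and 0.711).

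**Figure D2:**
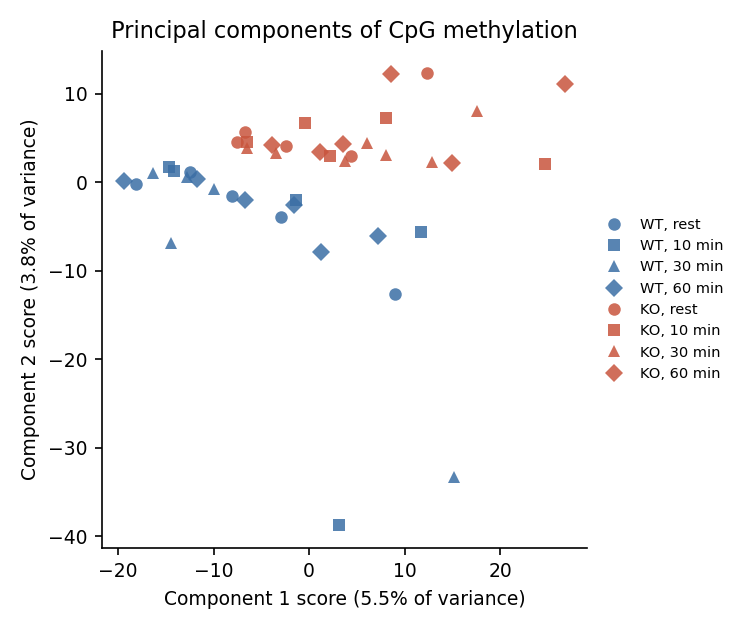
Scores of the 44 samples on the first (5.49% of the variance) and second (3.81%) principal component of the CpG fractions; each point is a sample, coloured by genotype and shaped by time. A few WT samples lay far from the others on the second component.

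The effect of the knockout on local methylation was tested at 51038 clusters of neighbouring CpGs. With the edgeR quasi-likelihood test, 557 clusters had an adjusted p-value under 0.05, of which 554 had lower and 3 had higher methylation in mD3AKO. Unadjusted p-values under 0.05 were found at 4882 clusters, where 2551.9 were expected with no effect. Testing the genotypes at rest alone moved this count most in proportion, to 3 clusters. The likelihood ratio test moved it most in number, upwards to 1414 (1370 lower, 44 higher). Of the 557, 542 went in the same direction at all 4 times (97.3%), which follows in large part from their selection on the mean effect over these times. The levels at the 554 clusters fell by a median of 13.0 points (interquartile range -18.8 to -6.47), from a median of 25.8% in WT to 10.8% in mD3AKO. The largest fall was -38.9 points, and 337 clusters fell by 10 points or more. Over all clusters, not chosen by the test, the median difference was -0.455 points. Of all clusters 62.4% were lower in mD3AKO, and of those not called 62.0%. Of the clusters called, 72.2% contained gene body CpGs, 24.2% promoter CpGs and 29.4% island CpGs. Those shares were 55.9%, 21.6% and 26.4% among all clusters. The excess with island CpGs did not hold at each level. At levels of 0 to 20%, with 296 calls, 1.35% of clusters with island CpGs were called and 2.44% of those without. These were 1.93% and 1.75% at 20 to 40%, 1.09% and 1.05% at 40 to 60%, and again lower with island CpGs above that. The 3 clusters higher in mD3AKO, named after their values were seen, were at the promoter of Fbxl15 and Psd (chromosome 19, 46328497 to 46329189, 0.309% to 0.942%), at Dennd4c (chromosome 4, 86748680 to 86748751, 0.201% to 0.666%) and between genes, with Tbx3 the nearest coding gene (chromosome 5, 119563869 to 119564033, 4.35% to 9.20%). The levels at Fbxl15 and Dennd4c were near the floor, with SDs in WT of 0.432 and 0.617 that exceeded the WT means.

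**Figure D3:**
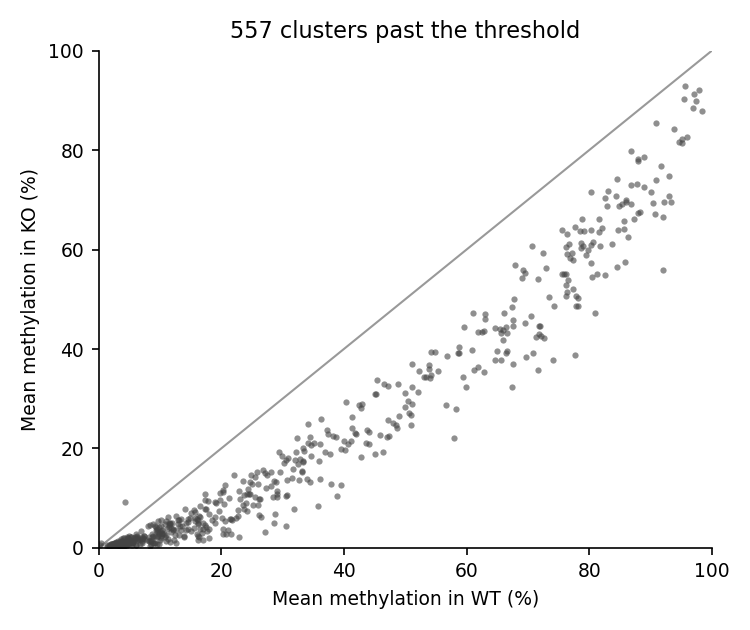
Mean methylation level (percent) of the 557 clusters past the threshold in mD3AKO against WT; each point is a cluster and the line marks equal levels. The points lie below the line except for 3.

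The clusters that the preset rule selected were all lower in mD3AKO, and in each the level was below the WT mean in 23 of 23 mD3AKO samples. A CpG island in an intron of Unc45b (chromosome 11, 82930663 to 82931985, 33 CpGs, 1106 to 4683 calls per sample) had a level of 16.1% ± 7.74 (SD, n = 21) in WT and 1.57% ± 0.785 (SD, n = 23) in mD3AKO. Its log2 odds ratio was -3.57 (SE 0.30, adjusted p = 1.57e-10). A cluster at the promoter of Ucn and within Trim54 (chromosome 5, 31136926 to 31139018, 18 CpGs, 886 to 3989 calls) had 15.0% ± 5.03 and 3.43% ± 1.54 (log2 odds ratio -2.42, adjusted p = 1.1e-07). An intronic cluster of Tbc1d1 (chromosome 5, 64229872 to 64230677, 7 CpGs, 612 to 2634 calls) had 14.3% ± 5.61 and 3.55% ± 1.97 (adjusted p = 3.32e-06). An intronic cluster of Casz1 (chromosome 4, 148885950 to 148886034, 4 CpGs, 486 to 3023 calls) had 70.4% ± 8.66 and 46.7% ± 7.28 (adjusted p = 8.27e-06). An intronic cluster of Zmynd8 (chromosome 2, 165885759 to 165885828, 3 CpGs, 92 to 578 calls) had 23.0% ± 12.0 and 2.12% ± 2.60 (adjusted p = 1.27e-05). In all, 159 clusters lower in mD3AKO met the conditions of the rule and 0 higher did. Each of these 5 kept its direction at a coverage minimum of 20 and in the quasi-binomial model.

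Of 9761 promoters, 77 had an adjusted p-value under 0.05, 76 lower and 1 higher in mD3AKO (Dennd4c, named after its values were seen), and 794 had an unadjusted p-value under 0.05. The likelihood ratio test moved this count most, to 188. The promoters selected by the rule were Ucn, Sh3bgrl3, Ermap, Calhm2 and Fkbp5. At Ucn (chromosome 5, 31137953 to 31139018, 11 CpGs, 419 to 3172 calls) the level was 15.4% ± 5.71 (SD, n = 21) in WT and 3.34% ± 2.82 (SD, n = 23) in mD3AKO (adjusted p = 1.18e-06, 23 of 23 samples below the WT mean). Calhm2 rested on 1 CpG with 9 to 120 calls. Of 12391 gene bodies, 176 were called (173 lower, 3 higher, 1211 at unadjusted p under 0.05). The 3 higher, named after their values were seen, were Fbxl15, Dennd4c and Cd200r3, the last from 1 CpG (chromosome 16, 44947296, 64.9% to 86.0%). Fbxl15 and Dennd4c, the latter also as a promoter, rest on the same CpGs near the floor as the clusters named above. The likelihood ratio test gave 328 gene bodies. Of single CpGs, 590 were called (589 lower, 1 higher), and 902 with the quasi-binomial model. The 1 higher, named after its values were seen, lay in an exon of Barx1 (chromosome 13, 48665232, 0.0228% to 3.52%).

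Genes that the study followed in other muscles or reported as changed in both methylation and RNA were examined by their cluster with the lowest p-value. Most of them were selected by the study on methylation in these samples, so their p-values are not independent evidence. Aldh1l1 (chromosome 6, 90550459 to 90550528) had levels of 21.6% ± 9.97 (SD, n = 21) in WT and 5.77% ± 4.33 (SD, n = 23) in mD3AKO (adjusted p = 0.00178). Pax7 (chromosome 4, 139828380 to 139828538) had 8.20% ± 4.76 and 1.36% ± 1.20 (adjusted p = 1e-05). Eef1a1 (chromosome 9, 78481309 to 78482311), Rhoh (chromosome 5, 65863692), Sim2 (chromosome 16, 94083373 to 94086248) and 1600002K03Rik (chromosome 10, 80172975 to 80173147) were also lower, with adjusted p-values of 0.000132, 0.00459, 0.0006 and 0.000647. Sim2 had an adjusted p-value of 0.355 at a coverage minimum of 20. Clusters of H19 (60.4% ± 5.05 and 52.0% ± 11.0, adjusted p = 0.342), Agtrap (11.6% ± 8.29 and 4.62% ± 3.62, adjusted p = 0.165) and Rab17 (53.7% ± 20.6 and 35.7% ± 16.1, adjusted p = 0.176) were lower on average but did not pass the threshold. The study chose H19 for a CpG site in its gene body, whereas a cluster of 3 CpGs was tested here. By pyrosequencing it found both H19, apart from its first CpG, and Agtrap lower in other muscles of a separate cohort. At 60 min Agtrap had 3.85% in WT and 5.18% in mD3AKO. In the quasi-binomial model the adjusted p-values of Agtrap and Rab17 were 0.0296 and 0.0409.

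**Figure D4:**
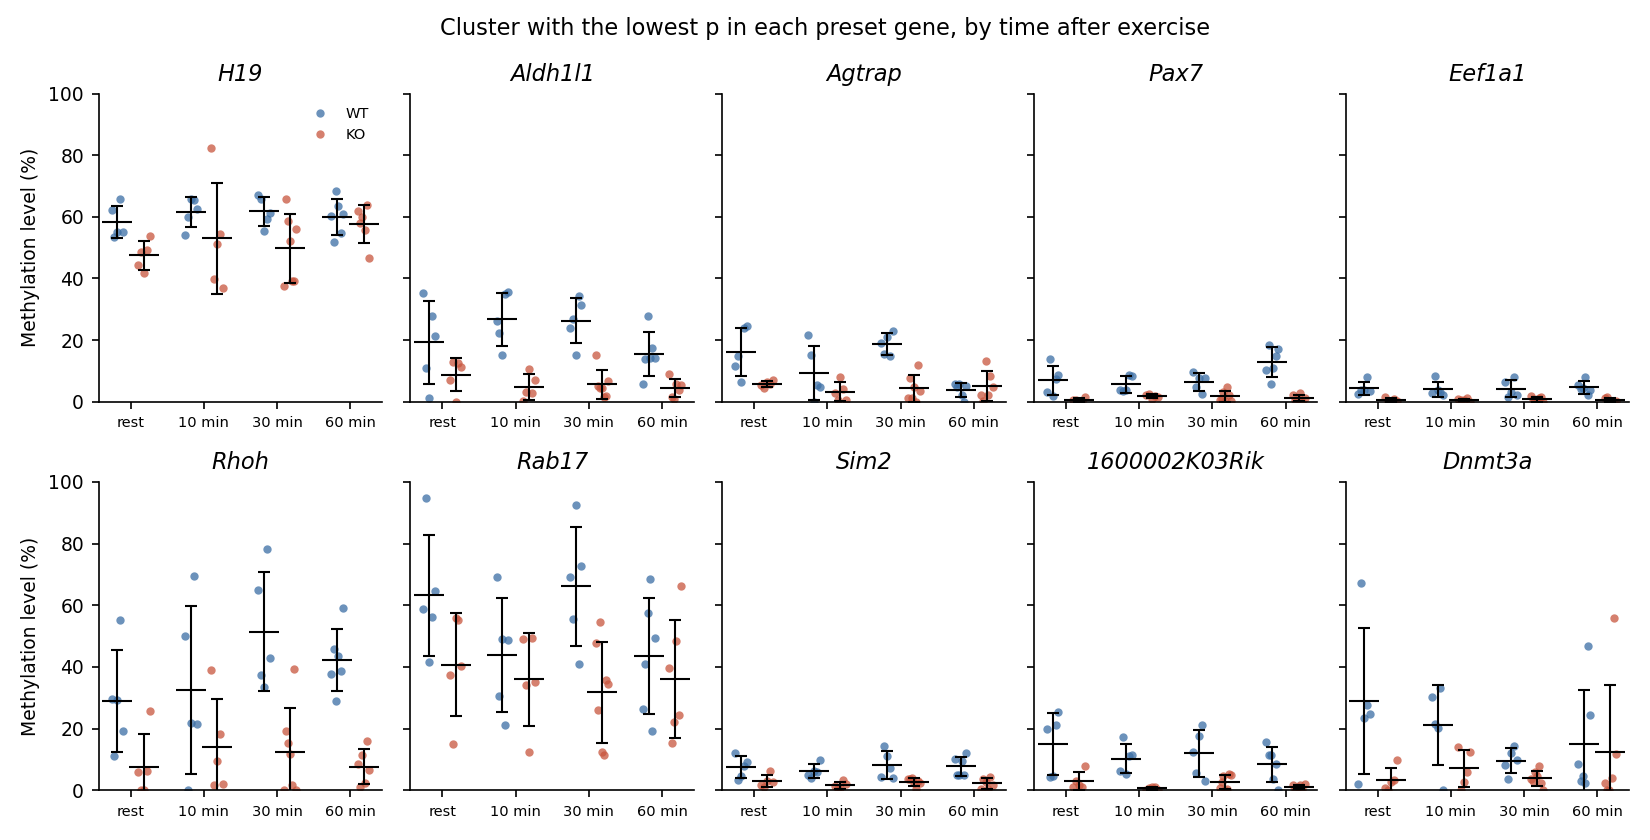
Methylation level (percent) of the cluster with the lowest p-value of each of 10 preset genes against time after exercise; points are samples and bars the mean ± SD of WT or mD3AKO. The levels in mD3AKO were lower on average over all times in each gene, though not in Agtrap at 60 min, with wide spreads in Dnmt3a, Rhoh and Rab17.

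Lists of genes were compared with matched random sets of clusters. The 12 promoter clusters of genes that the study named for RNA changes had a median difference of -3.37 points, against -0.601 in random sets. Of these clusters 3 passed the threshold over all clusters (Sim2, 1600002K03Rik and a promoter cluster of Pax7 outside the rule, named after its values were seen) and 4 when adjusted over the list alone (Agtrap in addition). The study selected several of these genes, those that passed among them, on their methylation in the same samples as well as on RNA. Neither the median nor the counts are therefore independent evidence, and the comparison with random sets is no test of this list. The 15 clusters of imprinted genes had a median difference of 0.509 points against -0.963 in random sets (adjusted p = 0.0726), and 0 were called. The 45 clusters of Hox genes had -0.530 against -0.547 points (adjusted p = 0.956), and 0 were called. Adjusted over the list alone, 0 were called in both. With gene bodies added, which moved these results most, the medians were 1.12 points for imprinted genes (adjusted p = 0.0003), -0.283 for Hox genes (adjusted p = 0.0412) and -7.02 for the study's genes. The first 2 rest on 36 clusters of 14 imprinted genes and 86 clusters of 35 Hox genes. Clusters of 1 gene may not be independent, and the random sets ignored position. The p-values of the lists may therefore be too small.

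Time after exercise was tested at the same clusters, promoters, gene bodies and CpGs. No cluster had an adjusted p-value under 0.05, and 1460 had an unadjusted one, where 2551.9 were expected with no effect. The alternative that moved this result most was the likelihood ratio test, with 10 clusters. Against rest alone, 0 clusters were called at 10 min (1988 at unadjusted p under 0.05), 30 min (1507) and 60 min (1808). No promoter (356 at unadjusted p under 0.05), gene body (492) or single CpG (6982) was called. No cluster was called for the genotype by time interaction (1399 at unadjusted p under 0.05, lowest adjusted p = 0.0824), nor any promoter (295), gene body (416) or single CpG (5916). The likelihood ratio test called 7 clusters. In the simulations, effects at 60 min of 1 log-odds unit were recovered at 31% of clusters by the quasi-likelihood test and at 64% by the likelihood ratio test. Smaller effects, and effects at clusters with levels near the ends of the range, were not simulated. At clusters the unadjusted counts for time and for the interaction lay below the 2551.9 expected. The quasi-likelihood test may thus be conservative here, and its simulated recovery too favourable. The quasi-binomial model gave 2592 and 2171 clusters at unadjusted p under 0.05.

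Sex was tested at the clusters. No cluster differed between males and females (2230 at unadjusted p under 0.05), and no cluster showed a genotype by sex interaction (1679, lowest adjusted p = 0.0731). The quasi-binomial model called 1 cluster for sex, in an exon of Trip10 (chromosome 17, 57255360 to 57255452, 61.8% in females and 42.3% in males), named after its values were seen.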

Values the study reported

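The study reported that 1422 clusters of CpGs differed in methylation between WT and mD3AKO soleus, of which 1386 had lower and 36 had higher methylation in the knockout. It quantified 9655 promoters and reported 184 with lower and 13 with higher methylation in the knockout. It gave 205304 as the number of CpGs covered sufficiently in all samples. It also reported a small but significant fall in global methylation in the knockout, expressed by CpG sites. Methylation was lower in every genomic context that it examined. The unweighted means above had the same direction.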

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

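The tests of single samples by position, of the correlation between samples 32 and 42 and of the few-template explanation were chosen, or had their criteria changed, after the result was seen. Over 25 measures, 200 groups of samples were examined for a sample far from the others of its group, and 21 such values were found, where 10 were expected by chance. Several samples account for more than 1 of these values. The measures were the sample-level values and the named features, so they are not independent. The position of a sample is its projection on the line from the WT mean (0) to the mD3AKO mean (1), at clusters chosen without it. Over the WT samples the position ran from -0.146 to 0.488 with a median of 0.0991, and over the mD3AKO samples from 0.597 to 1.26 with a median of 0.920.

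Replicate 32 of WT at 30 min stood apart in several measures. Its unweighted methylation level was 24.1%, against a mean of 26.2% in the others. Its score on component 1 was 15.2 against -13.4, its score on component 2 was -33.3 against -1.48, and its level at the Casz1 cluster was 41.0% against 76.7%. A mislabelled mD3AKO sample is excluded by its position of 0.449, which lay outside the range of the mD3AKO samples. A mixture of DNA from both genotypes would lie between them, whereas its score on component 2 lay below those of the others in its group and of the mD3AKO samples (2.05 to 12.3), so a mixture is not the whole cause. A contribution to its position was not tested. Low depth is not excluded by its 17.3 megacalls. Only replicate 38 of its group had fewer (17.0), against 25.3 to 33.1 in the rest. Few calls did not always go with a low score on component 2. Replicate 25 of WT at 60 min (13.0 megacalls) scored 0.147 and replicate 1 of WT at rest (13.7) -0.178, but replicate 42 of WT at 10 min (15.1) scored -38.8. No biological explanation for this animal was tested.

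Replicate 42 of WT at 10 min scored -38.8 on component 2 against a mean of -1.17 in the others. Its position was 0.270, which excludes a mislabelled mD3AKO sample. Samples 32 and 42 both lie far out on component 2, but across CpGs their deviations from the WT mean had a correlation of -0.0420, within the range of the 209 other pairs of WT samples (-0.113 to 0.0713). CpGs are not independent replicates. This is what separate noise in each library would give. The spread of the CpG fractions beyond counting error was 119 squared percentage points in the lower of these samples and 125 in the other, and 44.2 to 121 in the other WT samples, so few template molecules may contribute but cannot be told apart from other sources of spread, since another WT sample lay between them. No biological explanation was tested.

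Replicate 24 of mD3AKO at rest was high at several named features. Its level was 7.04% at the Zmynd8 cluster against a mean of 0.481% in the others of its group. It was 10.8% against 1.93% at the Ucn promoter, 25.6% against 2.98% at the Rhoh CpG and 7.87% against 1.60% at the cluster of 1600002K03Rik. It was not high throughout. Its level was 0% at the Fkbp5 promoter, against 4.48% to 11.9% in the others, and 1.13% at the Unc45b cluster, the lowest of its group. If methylation had been lost less in this animal across clusters, its position would be the lowest of its group. It was 0.686, the second lowest, with replicate 21 at 0.597, so a lower loss of methylation in this animal cannot be told apart from differences at single features. The deletion in single animals was not measured here.

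The remaining samples each stood apart in 1 or a few measures. On component 2, replicate 12 of mD3AKO at rest scored 12.3 against 4.33 in the others and replicate 27 of mD3AKO at 30 min 8.04 against 3.22. At the Ucn cluster, replicate 48 of mD3AKO at 30 min had 6.71% against 3.29% and replicate 3 of mD3AKO at 60 min 2.17% against 3.73%. Replicate 48 also had 11.9% at the Ucn promoter against 3.02%, which shares its CpGs with that cluster. Replicate 14 of WT at rest had 20.3% at the Ucn promoter against 10.1% and 7.96% at the Eef1a1 cluster against 3.40%. Replicate 35 of WT at 10 min had 8.33% at the Eef1a1 cluster against 2.99%. Replicate 1 of WT at rest had 43.5% at the Zmynd8 cluster against 10.3%. Replicate 27 of mD3AKO at 30 min had 15.1% at the Aldh1l1 cluster against 4.01%. Replicate 26 of mD3AKO at 10 min had 0.990% at the Calhm2 promoter, where the others were listed at 0. Replicate 19 of mD3AKO at 60 min had 55.9% at the Dnmt3a cluster against 3.58%. No technical or biological explanation was tested for these samples.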

How the results depend on the processing

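The added alternatives, which were chosen after the data were seen, were clustering the covered CpGs again, leaving out the most covered CpGs, and leaving out samples in the quasi-binomial model. The remaining tests and alternatives and the rule for named features were fixed before the data were examined. Exceptions are the tests that other sections name as chosen after the result was seen, such as those of the sample number sets. No paired analysis was possible because each sample had a replicate number of its own. The edgeR test with each sample left out and the likelihood ratio test at single CpGs were not run.

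The number of clusters that differed between genotypes depended on the test. It was 557 with the quasi-likelihood test, 1414 with the likelihood ratio test, 1301 with the quasi-binomial model and 895 with limma, and 557, 514 and 555 of the 557 were among these in turn. Other settings for all samples gave 427 to 627 clusters, and at an adjusted p-value under 0.01 there were 271. The tests at single times gave 3 clusters at rest, 7 at 10 min, 9 at 30 min and 4 at 60 min, all lower in mD3AKO, of which 3, 5, 9 and 4 were among the 557. Those at rest were at Unc45b, Fut11 and Comtd1, and those at 60 min at Unc45b, Fut11, the Lix1l promoter in Ankrd34a and Coro1c, named after their values were seen. Females alone gave 28 clusters and males alone 140. Whether the effect differed between sexes was tested by the interaction, with 0 clusters (1679 at unadjusted p under 0.05). The single times and sexes were contrasts in models of all 44 samples. Each compares fewer samples than the full comparison. The cause of the differences between tests was not tested. In the quasi-binomial model, leaving out each of the 44 samples in turn gave 1095 to 1366 clusters for genotype, and 0 for time and for the interaction.

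For time, the likelihood ratio test gave 10 clusters, 8 promoters and 1 gene body (Zfp692, chromosome 11, 58307210 to 58307280, named after its values were seen), where the quasi-likelihood test gave 0 (1460, 356 and 492 at unadjusted p under 0.05). For the interaction it gave 7 clusters and 1 promoter (Adgrb3, chromosome 1, 25829480 to 25830081, named after its values were seen), where the quasi-likelihood test gave 0 (1399 and 295). In the simulations the likelihood ratio test made 28 false calls for time and the quasi-likelihood test 0. Limma and the model with log2 depth each gave 1 cluster for the interaction, the same single CpG between genes (chromosome 16, 53512669), named after its values were seen. Its adjusted p-value was 0.00484 with limma and 0.039 with log2 depth in the model, and over the alternatives the lowest adjusted p-value of a cluster ran from 6.85e-06 to 1. For sex the quasi-binomial model gave 1 cluster, in Trip10. The cause was not tested for any of these.

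For genotype, the likelihood ratio test gave 188 promoters and 328 gene bodies, and the quasi-binomial model 168 promoters, 286 gene bodies and 902 CpGs, against 77, 176 and 590. At a coverage minimum of 20 there were 52 promoters and 169 gene bodies.

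The pooled global difference of -0.643 points kept its direction and its side of the threshold in 6 alternatives (-1.03 to -0.426), and passed the threshold as the unweighted mean (-0.869, permutation p = 0.00056, over alternatives permutation p from 0.00056 to 0.816). Leaving out each sample in turn gave differences of -1.13 (without WT at 30 min replicate 32) to -0.265 (without WT at 30 min replicate 37). For time the F statistic ran from 0.322 (without mD3AKO at rest replicate 21) to 1.27 (without WT at rest replicate 13). For the interaction it ran from 0.361 (without mD3AKO at 10 min replicate 34) to 1.48 (without WT at 30 min replicate 32). Several single samples moved these values by over 1.5 times, and none brought a permutation p-value under 0.05. By context, 9 of the 9 contexts passed the threshold as unweighted means against 0 of the pooled levels, and in promoters the direction reversed, from 0.0703 to -0.247 points. The pooled level weights CpGs by their calls, and the 205 most covered CpGs held 10.9% of all calls. The most covered of these lay in promoters and were highly methylated. The reversal in promoters is therefore no evidence about promoters in general.

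Of the named clusters, Sim2 lost its call at a coverage minimum of 20 (adjusted p = 0.355, over its alternatives 2.58e-07 to 0.355), and Agtrap, Rab17 and Dnmt3a gained one in the quasi-binomial model. In the likelihood ratio test Agtrap (adjusted p = 0.0252) and Dnmt3a (0.017) also gained one and Rab17 (0.0507) did not. With gene bodies added, the list of imprinted genes differed from random sets by 2.17 points and the Hox list by 0.462 points and both passed the threshold, which neither did in promoters alone. Gene bodies add clusters to each list, and the cause was not tested. The number of samples at each time, 5 to 7 per group, limits what single times can show.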

Other observations

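The tests of sample number sets and of the highly covered CpGs, and the counts of regroupings at clusters for genotype, time and the interaction, were chosen after the result was seen. The number of clusters that differed between genotypes here was 557. That is lower than the value quoted from the study above. The number of clusters lower in mD3AKO here was 554. That is lower than the value quoted from the study above. The number of clusters higher in mD3AKO here was 3. That is lower than the value quoted from the study above. The number of promoters lower in mD3AKO here was 76. That is lower than the value quoted from the study above. The number of promoters higher in mD3AKO here was 1. That is lower than the value quoted from the study above. With the likelihood ratio test, 1414 clusters (1370 lower, 44 higher) and 188 promoters (171 lower, 17 higher) differed. Those numbers are close to the values quoted from the study, so the choice of test moves the counts by as much as these gaps.

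The samples were regrouped at random, and the quasi-binomial model was fitted to each of 100 regroupings, the real one included. For genotype, 1 of 100 regroupings, the real one, gave as many calls at clusters, at promoters, at gene bodies and at single CpGs. For time and for the interaction, where the real grouping gave 0 calls, 100 of 100 regroupings gave as many at clusters, promoters, gene bodies and CpGs, which a count of 0 makes certain. The counts at unadjusted p under 0.05 can differ. There were 2592 clusters for time, and 47 of 100 regroupings gave as many, and 2171 for the interaction, with 63 of 100. For time 27 of 100 did at promoters, 67 at gene bodies and 53 at CpGs, and for the interaction 65, 70 and 60. For sex 6 of 100 regroupings gave at least as many clusters as the 1 found, while only 2 of 100, the real one included, gave as many as its 2830 clusters at unadjusted p under 0.05, so the measures differ on whether sex stands out. For the genotype by sex interaction, with 0 found, 100 of 100 did, and 93 of 100 gave as many as its 1767 clusters at unadjusted p under 0.05.

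The pooled level spread by several percentage points within a genotype, with an SD of 4.56 in WT and 4.16 in mD3AKO, against 0.781 and 0.700 for the unweighted mean. Which CpGs took the reads may account for most of this. A level computed from each sample's coverage and the average methylation of each CpG had a Pearson correlation with the pooled level of 0.992 in WT and 0.989 in mD3AKO (Spearman 0.944 and 0.977, permutation p = 1e-05, the smallest they can give, adjusted p = 2e-05 over a family of 8, r without the 2 farthest samples 0.987 in both). Part of this relation follows from how both levels are computed. The pooled level also fell with the share of calls in islands (Pearson -0.974 in WT and -0.962 in mD3AKO, Spearman -0.909 and -0.942, permutation p = 1e-05, adjusted p = 2e-05, without the 2 farthest -0.963 and -0.950). A few very highly covered CpGs are excluded as the whole cause, since without the most covered 0.1% the SD was still 5.04 times that of the unweighted mean in the genotype with the lower ratio. The observed minus the expected level differed between genotypes by -0.807 points (permutation p = 0.00209). No biological explanation for the spread was tested.

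Most clusters that differed were lower in mD3AKO, which is the direction that loss of a methyltransferase would give. Several technical explanations were tested. The log2 ratio of calls between genotypes had a median at these clusters 0.0711 above that of other clusters. A difference in depth shared by all clusters cancels in that value. With log2 depth in the model, 627 clusters were called, 624 of them lower in mD3AKO, and 525 of the 557 were among them. That argues against a difference in depth between samples as the whole cause. The share of the clusters on chromosome 12, that of Dnmt3a, was 0.795 times that of the clusters tested (3.41% against 4.29%). Since the WT mice also carry the floxed allele and differ only in the transgene, whose place in the genome is not known here, this share decides nothing, and variants near the transgene stay open. Sample number sets are argued against, since 95.6% of the clusters chosen in one set of numbers had the same sign in the other in the less favourable direction and 100% in the other, where 56.0% of all clusters had the same sign. An axis along which WT samples already differ would need the genotype difference to follow the loading on the first WT component across the clusters. The correlation was 0.235 in size, and 0.0241 over all clusters, which is little for a whole cause but above the limit set beforehand for excluding a contribution. Loss of DNMT3A is a candidate explanation for the lower levels. It goes with the direction at 554 of the 557 clusters and with positions of the mD3AKO samples (0.597 to 1.26) that lay beyond those of the WT samples (-0.146 to 0.488) at clusters chosen for a genotype difference.

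Coverage gave no check of the alleles. From upstream of Ckm to its start, 0 CpGs were covered, so copies of the creatine kinase promoter in the transgene could not be sought. At Dnmt3a, 0 of 21 covered CpGs, the last at 3891666, separated the genotypes by coverage, with ratios of 0.895 to 1.24. The study floxed a single exon, and only a CpG within the deleted segment could show its loss. If none is covered, these values were fixed in advance and decide nothing. The deletion of targeted exons cannot be told apart from its absence here.

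Methylation that remained at clusters lower in mD3AKO was compared across clusters. The ratio of mD3AKO to WT levels had a median of 0.469 and an interquartile range of 0.370 in width, and its values in the 2 sets of sample numbers were correlated (r = 0.827 across 464 clusters, which are not independent replicates). One fraction of nuclei that keeps its methylation alike at each cluster is therefore excluded as the whole cause. Nuclei of other cell types or other methyltransferases could also leave residual methylation, and neither was tested. A cluster in an untranslated exon region of Igf2 (chromosome 7, 142652084 to 142652146, 75.5% in WT, a difference of -11.5 points) was the only called cluster of the imprinted list with gene bodies added, and was named after its values were seen.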
